A study of Rattus norvegicus with 7 samples. Its data were reported in "microRNAs Involved in Regulating Spontaneous Recovery in Embolic Stroke Model" (2013).

How the data were processed

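Messenger RNA was measured on 7 Illumina rat bead arrays, 1 for normal rats and 1 each for 12, 24, 48, 72, 120 and 168 hrs after eMCAo. Per the labels the animals were male Wistar rats of 280 to 320 g, and 400 ng of total RNA was used per array. Groups were taken from the labels. No group had a second array, and it is not known whether an array held RNA of 1 animal or a pool.

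The values used were the deposited intensity values of each probe. The study's methods name BeadStudio for the analysis of these arrays and a background subtraction, and the submitters' processing notes name GenomeStudio 1.8.0. The methods' paragraph on microarray analysis names a normalization to 5S rRNA without saying for which arrays, and whether the deposited values had it is not stated. The values were on a linear scale, between 20.8% and 21.9% of them were below 0 on each array, and the columns did not share 1 distribution, so they had not been quantile normalized. Median intensities were 13.4 (normal), 15.0, 15.3, 14.7, 16.5, 16.2 and 13.1 in order of time. A table of non-normalized values held 48 columns of 12 arrays whose names matched no sample, and these were not used in any step.

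Probes were named through the table of probes and genes supplied for the platform. Of 22523 probes, 13793 had 1 gene symbol, 0 had several and 8730 had none. Of the gene identifiers 13297 (99.7%) were found in the RefSeq gene table, and the symbols of 13752 probes equalled the RefSeq symbol. Each of the 13337 genes was represented by its brightest probe over all arrays. There were 425 genes with more than 1 probe. Among 226 genes with 2 detected probes, 0 had probes called in opposite directions and 45 had 1 probe past the 2-fold rule and another not.

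The planned neqc normalization could not be run, because no detection p-values, control probes or bead errors could be matched to these arrays. In its place the normal-exponential background model (normexp, saddle-point fit, limma) was fitted to each array's deposited values, an offset of 16 was added, and log2 values were quantile normalized. The model placed the background between -11.8 and -10.3 intensity units, so subtracting it raised the effective offset, and folds of dim genes are understated. The detection limit was chosen after the values were seen, as the 98th percentile of the mirrored negative values, 8.72 to 10.1 intensity units. If the noise is symmetric about 0 this is a one-sided detection p of 0.01.

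A gene counted as higher or lower than normal when it was at least 2-fold away and detected on either array. This is a rule of size with no test. In simulations with the spread of the 2 closest arrays, it found 200 of 200 genes changed 4-fold among 7770 genes and called 72 unchanged genes. Where a gene was not detected on the dimmer array, the fold was computed against the higher of that array's lowest detected level and the gene's own value. Lists of genes (39) were fixed before the data were examined and were described by the median log2 difference of the members detected on either array, with its percentile among 10000 random lists of equal size matched on mean expression. The random genes were detected on at least 1 array, but not always on the arrays compared. Percentiles of lists with many members undetected on the normal array can therefore be too extreme. Genes past the rule with 1 sign on all 6 arrays were set beside 100 simulations of unchanged arrays that shared 1 reference.

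Acute (12 and 24 hrs) and recovery (48, 72, 120 and 168 hrs) arrays were compared with limma (lmFit, eBayes with trend and robust), two-sided, over 9449 genes detected on at least 2 of the 6 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Lists were tested with camera, preset correlation 0.01, and again with an estimated correlation. In simulated data with the spread between time points over 9449 genes, 89 of 100 genes changed 4-fold and 100 of 100 changed 16-fold were recovered, and 4 unchanged genes were called. With the spread between the closest arrays 95 and 100 of 100 were recovered, and 10 unchanged genes were called. Nothing says that arrays of a phase are alike apart from time, and p-values do not measure the spread between animals.

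The genes named were chosen by rules fixed at the same stage as the lists. They were the 12 highest and 12 lowest by mean among genes past the size rule on all 6 arrays, the 3 highest and 3 lowest at each time, the 10 smallest p in each direction between the phases when fewer than 5 genes passed, up to 4 members of each list by mean difference from normal and by phase difference, and the miRNA target genes named by the study. Symbols that start with LOC, RGD or MGC were passed over, 0 of them among genes on all 6 arrays and 0 among genes past the threshold between the phases, and they were not counted for the other rules. Genes outside these rules are said to be so.

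Alternatives were median scaling, no normalization between arrays, quantile normalization without background correction, the authors' values without further normalization, an offset of 50, other detection filters, a limit of 1.5-fold, the mean over a gene's detected probes, other reference arrays, leaving out each array, other phase boundaries, the methods' t-test and a fit with the normal array. Alternatives with bead errors were not run. R 4.3.3, limma 3.58.1, Python 3.11 and matplotlib were used.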

Results

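The series measured messenger RNA in the brain of male Wistar rats after embolic middle cerebral artery occlusion (eMCAo), a stroke model in which a clot blocks the artery that supplies much of the forebrain. Total RNA was hybridised to Illumina rat bead arrays, on which each probe reports the brightness of 1 transcript. There were 7 arrays. 1 array was from normal rats and 1 array each from 12, 24, 48, 72, 120 and 168 hrs after occlusion, the last 2 of these being 5 and 7 days. The labels give the tissue as ischemic brain for all 7, do not name the brain region that was taken, and do not say whether an array held RNA of 1 animal or of several. Each array had values for 22523 probes, of which 13793 carried a gene symbol, for 13337 genes. The median intensity ran from 13.1 at 168 hrs to 16.5 at 72 hrs, and between 8656 genes (normal) and 9066 genes (72 hrs) were brighter than the detection limit of their array. With 1 array per group no difference from normal could be tested, and the number of arrays limits the precision of every value.

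Each time point was first compared with the normal array, to follow the tissue from injury through spontaneous recovery. Lists of cytokine and macrophage genes lay above all random lists at each time, although only 14 of 33 cytokine genes were detected on the normal array. Of single genes Spp1, which encodes the secreted matrix protein osteopontin, was 69.5-fold higher at 12 hrs and 286-fold higher at 120 hrs, and over other normalizations 46.0-fold to 87.0-fold and 188-fold to 430-fold. Lgals3, which encodes galectin-3 of phagocytes, was 68.6-fold higher at 72 hrs, and Timp1, a metalloproteinase inhibitor, was 61.2-fold higher at 24 hrs. A list of striatal and dopaminergic synapse genes lay below all random lists at each time. Rgs9, a regulator of G-protein signaling, was 8.61-fold lower at 12 hrs and 15.2-fold lower at 120 hrs, and the adenosine receptor gene Adora2a was 6.42-fold and 15.6-fold lower.

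The number of genes at least 2-fold from normal, and detected on either array, was 373 at 12 hrs, 676 at 24 hrs, 812 at 48 hrs, 1156 at 72 hrs, 1302 at 120 hrs and 545 at 168 hrs. Of these, 77.7%, 62.9%, 69.7%, 67.4%, 65.5% and 84.6% were higher than normal in the same order of time. The share depended on the scaling at 24, 72 and 120 hrs. Without normalization between arrays it was 74.1%, 86.9% and 82.1%, on the authors' values 74.3%, 85.7% and 80.5%, and with median scaling 80.4% at 72 hrs. It also depended on the size limit, and at 1.5-fold it was 58.9% at 12 hrs, 53.3% at 48 hrs, 51.2% at 72 hrs, 51.6% at 120 hrs and 63.3% at 168 hrs. In 100 simulations of unchanged arrays with the spread of the 2 closest arrays, 103 genes passed the 2-fold rule per time point on average. Part of each count may therefore come from that spread. Without normalization the median of all detected genes lay 0.18 (log2) above normal at 72 hrs and 0.12 above at 120 hrs. After the normalization used here it lay at -0.090 and -0.099, so list medians of about that size at these times are close to that of all genes. Folds are ratios of intensities to which 16 had been added before log2, which understates the change of dim genes. Where a gene was not detected on 1 of 2 arrays, the brighter value was set against the lowest detected level and the fold is written as "at least".

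**Figure D1:**
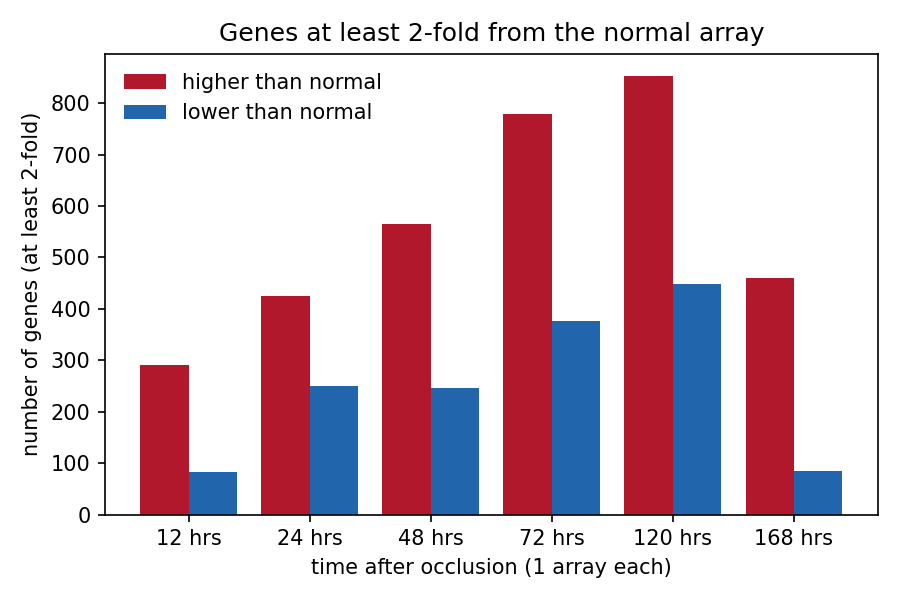
Bars give the number of genes (vertical axis, linear from 0) at least 2-fold higher (red) or lower (blue) than the normal array at each of 6 times after occlusion, with 1 array per time. Higher genes numbered 290 at 12 hrs, 853 at 120 hrs and 461 at 168 hrs, and lower genes 83, 449 and 84.

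At each time point the 3 highest and 3 lowest genes were read out. Spp1 was among the 3 highest at all 6 times. It was joined by Timp1 and Ccl2, a monocyte chemoattractant, at 12 and 24 hrs, where Ccl2 was 30.2-fold and 88.6-fold higher. At 48 hrs the protease inhibitor gene Slpi was at least 138-fold higher. At 72 hrs the highest genes included Lgals3 and Lcn2, an iron-siderophore binding protein, with Lcn2 56.1-fold higher. At 120 hrs they included Pmch (71.0-fold), which encodes a hypothalamic neuropeptide, and Cxcl13 (61.5-fold), a B-cell chemoattractant. At 168 hrs they included the interferon-induced gene Mx1 (23.8-fold). The lowest genes were Rgs9, Adora2a and Pde10a at 12 hrs and at 120 hrs. At 24 hrs they were the astrocyte gap junction gene Gjb6 (6.37-fold lower), Neurod6 (5.91-fold), a transcription factor of cortical pyramidal neurons, and Cldn10 (5.52-fold), a claudin. Mrpl18, of the mitochondrial ribosome, was 20.7-fold lower at 48 hrs and 2.27-fold lower at 72 hrs. The neuropeptide genes Cort (6.22-fold lower at 72 hrs) and Tac1 (8.54-fold lower at 168 hrs) completed the lowest sets, with Rgs9 and Pde10a at 48 and 72 hrs and Adora2a and Rgs9 at 168 hrs. The sizes depended on the offset and background correction. Over other normalizations Ccl2 was 47.6-fold to 127-fold higher at 24 hrs, Lcn2 34.4-fold to 88.5-fold at 72 hrs and Cxcl13 33.4-fold to 95.8-fold at 120 hrs, and Cort was 3.77-fold to 8.37-fold lower at 72 hrs. The log2 difference from normal at 48 hrs of Mrpl18 ran from -4.70 to -3.70.

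Immediate early and heat shock genes were furthest above normal at 12 hrs. Gene groups were described by lists fixed before the data were examined, as the median log2 difference from normal over the detected members, set beside 10000 random lists of the same size and mean expression. Where 6 medians are given they stand in the order 12, 24, 48, 72, 120 and 168 hrs. Immediate early genes, which neurons and glia switch on within minutes of a stimulus, had medians of 1.61, 0.35, -0.13, -0.40, -0.22 and -0.14. At 12 hrs 11 of 15 were at least 2-fold higher and 0 lower, among them Fos (16.2-fold), Atf3 (6.54-fold) and Arc (3.80-fold). On the same array the globin gene Hbb was 23.3-fold and the choroid plexus gene Ttr 3.43-fold higher. At 48 hrs 6 of 15 were at least 2-fold lower, with Arc 5.53-fold lower. Heat shock and chaperone genes had medians of 1.14, 0.71, 0.23, -0.02, -0.13 and -0.05, and the values at 120 and 168 hrs turned sign under another scaling. Hspb1 and Hmox1, which encode a small heat shock protein and heme oxygenase, were 44.0-fold and 32.4-fold higher at 24 hrs, and the co-chaperone gene Bag3 was 6.72-fold higher at 12 hrs. Hypoxia and glycolysis genes had medians of 0.33, 0.32, 0.20, -0.11, -0.19 and -0.26, where those at 72 and 120 hrs turned sign without normalization between arrays. The lactate transporter gene Slc16a3 was 11.6-fold higher at 48 hrs, and Adm, which encodes adrenomedullin, was 3.45-fold higher at 12 hrs. Genes of the p53 response had medians of 0.33, 0.39, 0.26, 0.20, -0.02 and 0.04, and 1 of 11 was at least 2-fold higher at 12 hrs. This was Gadd45a, at 3.40-fold.

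Inflammatory mediators were high from the first time point. Cytokines, chemokines and adhesion molecules had medians of 1.87, 2.28, 1.91, 2.13, 2.0 and 0.93, above all random lists at each time, and 23 of 30 detected members were at least 2-fold higher at 24 hrs. Only 14 of 33 were detected on the normal array, so many members entered a median only at times when they were bright enough. Il1b, which encodes interleukin-1 beta, was 27.3-fold higher at 48 hrs, and Cxcl13 was 4.51-fold higher at 24 hrs. Neutrophil markers had medians of 0.90, 0.98, 0.47, 1.15, 1.32 and 0.70, but 3 of 14 were detected on the normal array, and with undetected members included the medians were 0.23, 0.19, 0.24, 0.26, 0.15 and 0.01. Of 7 detected at 12 hrs, 3 were higher and 1 lower, and the calprotectin gene S100a8 was at least 11.0-fold and Mmp9, a gelatinase, 3.80-fold higher. Complement and coagulation genes had medians of 0.51, 0.68, 0.72, 0.85, 0.77 and 0.53, and 13 of 29 were at least 2-fold higher at 120 hrs. C1qc and C2, of the classical complement pathway, were 15.5-fold and 12.3-fold higher at that time.

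Genes of macrophages and antigen presentation stood further above normal at the later times, and so did a few genes of the lymphocyte list. Macrophage and phagocyte markers had medians of 0.38, 1.25, 1.90, 2.39, 2.99 and 2.44, above all random lists at each time, and 23 of 26 were at least 2-fold higher at 120 hrs with none lower. Cd14, a receptor for bacterial lipopolysaccharide, was 35.1-fold higher at 24 hrs, and Trem2, a lipid receptor of phagocytes, was 1.89-fold lower at 12 hrs and 14.6-fold higher at 120 hrs. MHC and interferon response genes had medians of 0.36, 1.08, 1.40, 1.33, 2.10 and 1.62, with 24 of 26 higher at 120 hrs. The class II gene RT1-Da was 27.6-fold higher at 72 hrs, and Cd74, which encodes the invariant chain, was 10.9-fold higher at 120 hrs. Homeostatic microglia markers had medians of -0.34, -0.12, 0.24, 0.78, 1.52 and 0.90. The purinergic receptor gene P2ry12 was 3.22-fold lower at 12 hrs and 5.70-fold higher at 120 hrs, while Sparc, which other cells of the brain also express, was 2.56-fold higher at 168 hrs. Lymphocyte markers had medians of -0.0026, 0.26, 0.22, 0.32, 0.52 and 0.62, over between 4 and 11 detected members. Only 2 of 17 were detected on the normal array, so most members entered a median only at times when they were bright enough to be detected. At most 3 were at least 2-fold higher at any time. Cd8a, which encodes a co-receptor of cytotoxic T cells, was at least 18.5-fold higher at 120 hrs, and Cd4 at least 2.68-fold. Cd3e, of the T-cell receptor complex, was below normal on all 6 arrays, at least 1.63-fold at 24 hrs. The list therefore does not show an entry of T cells.

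Astrocyte genes lay on both sides of normal. Reactive astrocyte genes had medians of 1.38, 2.44, 2.24, 2.31, 2.02 and 1.55, with 15 of 18 at least 2-fold higher at 24 hrs. Lcn2 was 52.0-fold higher, Cp, which encodes the copper carrier ceruloplasmin, 9.95-fold and Vim, an intermediate filament gene, 3.83-fold. Of 20 reactive astrocyte genes, 12 were detected on the normal array, so some entered a median only at times when they were bright enough. Resting astrocyte genes had medians of -0.36, -0.77, -0.55, -0.47, -0.46 and -0.35, and 4 of 12 were at least 2-fold lower at 24 hrs with none higher, among them Gjb6, the amino acid transporter gene Slc7a10 (2.52-fold) and Aldoc (2.14-fold), an aldolase.

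Genes of cell division and extracellular matrix stood furthest above normal at 72 and 120 hrs. DNA replication and cell division genes had medians of -0.16, 0.27, 0.97, 1.33, 1.21 and 0.55. At 12 hrs 0 of 39 were at least 2-fold higher, and at 72 hrs 28 of 47. Cdk1, the mitotic kinase, was 18.8-fold higher at 72 hrs, Rrm2, a ribonucleotide reductase subunit, 24.5-fold and the cyclin gene Ccnb2 16.9-fold. Extracellular matrix and fibrosis genes had medians of 0.14, 0.52, 0.64, 1.46, 1.59 and 1.02, with 26 of 31 higher at 72 hrs. Mmp12, macrophage elastase, was at least 15.1-fold higher at 120 hrs, S100a4 19.2-fold at 48 hrs and the collagen gene Col3a1 7.35-fold at 120 hrs. Meninges and fibroblast markers, of which 7 of 13 are also in other lists, had medians of -0.52, -0.64, -0.29, -0.06, 0.35 and 0.55, where the value at 72 hrs turned sign with median scaling and without normalization. Lum, a small proteoglycan, was 1.91-fold lower at 12 hrs and 9.00-fold higher at 120 hrs.

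Of the vascular genes, those of angiogenesis were above normal at 12 and 24 hrs. Endothelial and mural markers had medians of -0.15, -0.04, 0.13, 0.09, 0.11 and -0.03, between the percentiles 11.9 and 88.0 of random lists, and the value at 24 hrs turned sign under other scalings. The smooth muscle gene Tagln was 9.13-fold higher at 48 hrs, and Slco1c1, a thyroid hormone transporter of the blood-brain barrier, was 5.38-fold lower at 24 hrs. Angiogenesis genes had medians of 0.52, 0.56, 0.13, -0.07, 0.25 and -0.0046, above all random lists at 12 and 24 hrs and at the percentile 98.8 at 120 hrs, with the value at 72 hrs of the other sign without normalization. At 24 hrs 7 of 18 were at least 2-fold higher, including the protease gene Adamts1 (6.49-fold) and Angpt2 (4.13-fold), a vessel-destabilising ligand.

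Neuronal genes were below normal, and most of all those of the striatum. The striatal and dopaminergic synapse list had medians of -1.34, -0.93, -0.89, -1.39, -1.62 and -1.36, below all random lists at each time, and 12 of 18 were at least 2-fold lower at 120 hrs. At 12 hrs 11 were lower and 1 was higher, Drd4, at least 2.22-fold. Pde10a, a phosphodiesterase, was 10.4-fold lower at 120 hrs and the enkephalin gene Penk 8.64-fold. Neuronal markers had medians of -0.14, -0.47, -0.50, -0.97, -0.95 and -0.47, with 14 of 29 lower at 120 hrs and none higher. The glutamate receptor gene Grin2a was 3.78-fold lower at 72 hrs and the kinase gene Camk2b 3.13-fold. GABAergic synapse genes had medians of 0.03, -0.53, -0.39, -0.76, -0.97 and -0.45, with 10 of 20 lower at 120 hrs, among them the receptor subunit gene Gabrd (3.81-fold). Calcium signaling genes had medians of -0.17, -0.45, -0.46, -0.62, -0.73 and -0.33, with 14 of 37 lower at 120 hrs and none higher. Itpka, an inositol trisphosphate kinase, was 3.81-fold lower. Hippocampus and cortex region markers had medians of -0.20, -0.30, -0.62, -0.91, -1.09 and -0.19, with no member at least 2-fold higher at any time. Neurod6, of this list, was 5.09-fold lower at 48 hrs and 1.45-fold lower at 168 hrs.

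Markers of other brain regions and of blood differed between the same arrays. The thalamus and hypothalamus list had medians of 1.27, 0.02, 0.32, 0.35, 0.84 and 0.23, and the vasopressin gene Avp was 25.3-fold higher at 12 hrs, 1.23-fold at 48 hrs and 15.4-fold at 120 hrs. Of its 13 genes, 11 were detected on the normal array and 3 are in another list. Pituitary markers had medians of -0.08, 0.01, 0.13, -0.06, 2.01 and -0.24 over 2 or 3 detected members, where the value at 72 hrs turned sign without normalization, and at 120 hrs Tshb, the thyrotropin subunit gene, was at least 35.6-fold and Pomc 4.04-fold higher. Choroid plexus markers had medians of 0.96, 0.13, -0.21, -0.40, -0.36 and 0.05, and the thyroxine carrier gene Ttr was 3.43-fold higher at 12 hrs and 4.15-fold lower at 72 hrs. Cerebellum markers had medians of 0.05, -0.71, 0.03, 0.42, -0.02 and 0.13 over 4 or 5 detected members, and the value at 12 hrs turned sign with an offset of 50. Neurod1, of this list, was 3.98-fold lower at 24 hrs. Erythrocyte markers had medians of 2.74, 1.69, 1.03, 1.32, -0.27 and -0.63, and with undetected members included the values at 24 and 72 hrs were -0.01 and -0.05. The globin genes Hbb and Hba-a1 were 23.3-fold and 22.0-fold higher at 12 hrs and 3.35-fold and 3.44-fold lower at 168 hrs. Some globin genes are near-identical copies, so a probe can read more than 1 of them, although the probe of Hba-a2 was not detected on the normal or the 12 hrs array.

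Myelin genes were lowest at 24 hrs. Oligodendrocyte markers had medians of -0.23, -1.04, -0.85, -0.44, -0.50 and -0.16, with 9 of 13 at least 2-fold lower at 24 hrs and none at 168 hrs. Ermn and Opalin, of mature oligodendrocytes, were 3.37-fold and 3.08-fold lower at 24 hrs and 1.11-fold and 1.25-fold lower at 168 hrs. Oligodendrocyte precursor markers had medians of -0.14, -0.22, -0.07, 0.13, 0.25 and 0.26, where the value at 48 hrs turned sign under other scalings. Cspg4, which encodes the proteoglycan NG2, was 2.34-fold higher at 120 hrs, and Cspg5 was 2.57-fold lower at 24 hrs.

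**Figure D2:**
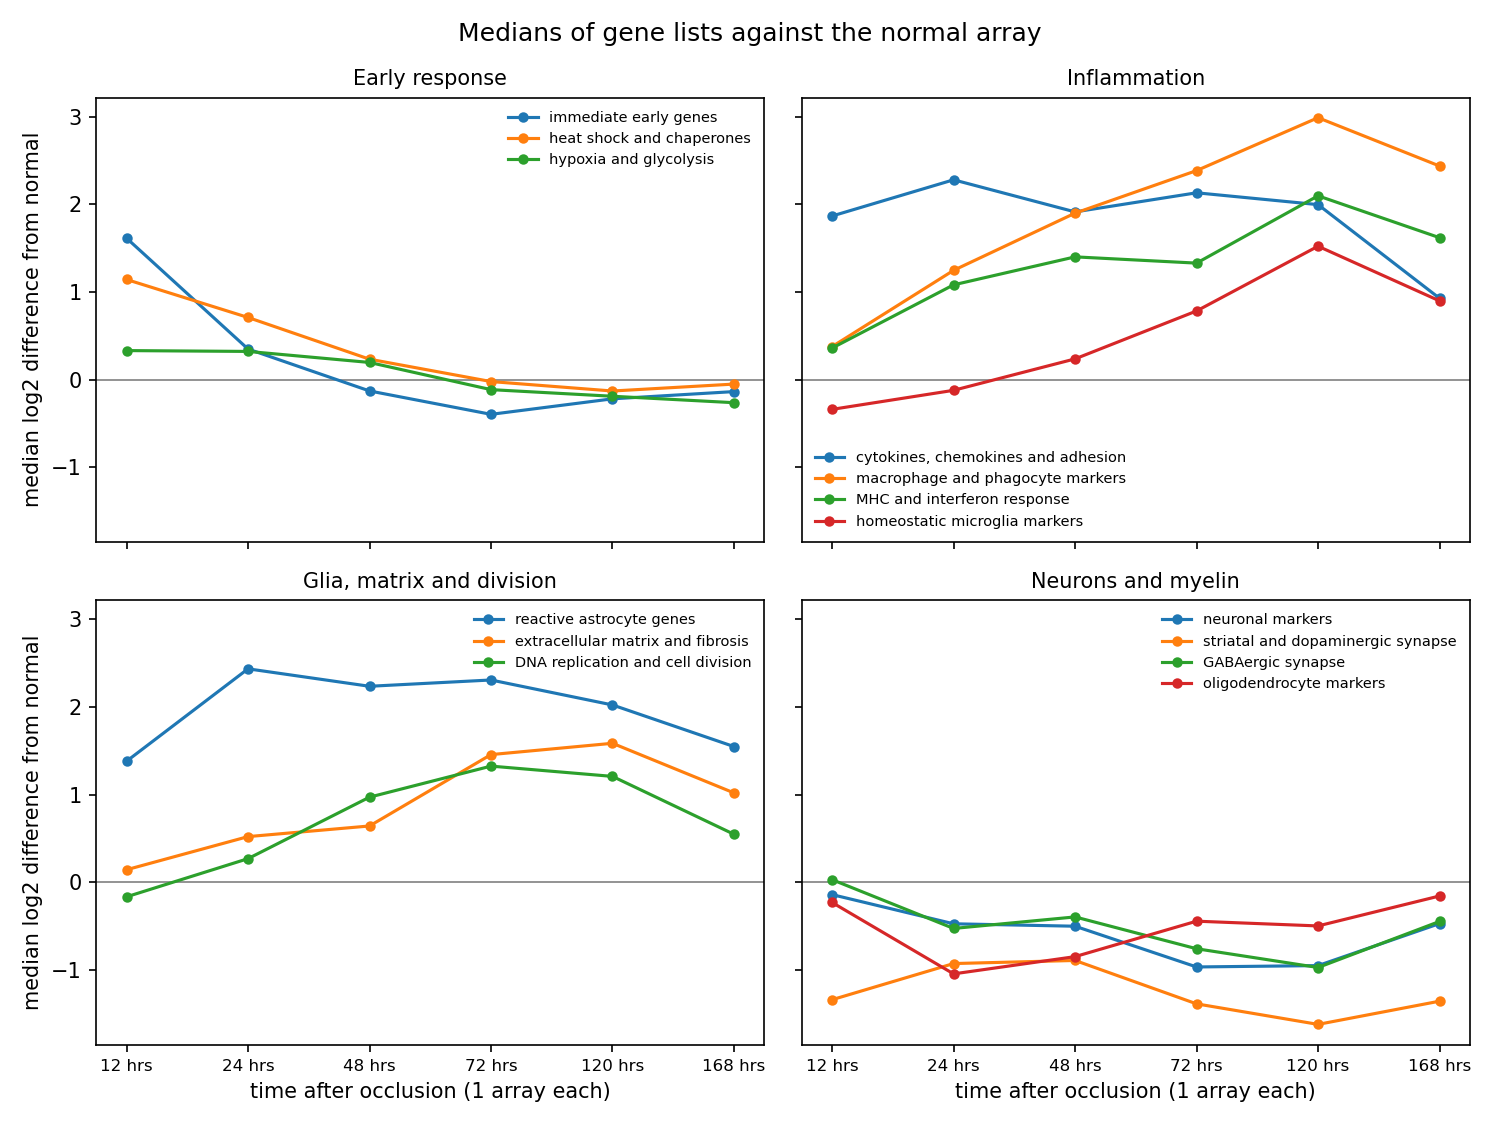
Points give the median log2 difference from the normal array (vertical axis) of the detected members of each gene list at 6 times after occlusion (1 array each), in 4 panels; the grey line marks normal. Immediate early genes stood at 1.61 at 12 hrs and -0.40 at 72 hrs, macrophage markers at 0.38 at 12 hrs and 2.99 at 120 hrs, and the striatal list at or below -0.89 at all times; heat shock genes at 120 and 168 hrs and hypoxia genes at 72 and 120 hrs turned sign under another scaling.

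The study named the Hedgehog, Notch, Wnt and TGF-beta pathways, from enrichment of predicted miRNA targets and from selected target genes. The medians of their mRNA lists, a different measure, lay between -0.37 and 0.20. The lists also hold inhibitor genes such as Hhip, and only 9 or 10 of 20 Hedgehog genes were detected. Medians near 0 therefore do not decide whether a pathway was active. Hedgehog signaling genes had medians of -0.12, -0.10, -0.06, -0.36, -0.35 and -0.37, with the value at 48 hrs turning sign without normalization, and the inhibitor gene Hhip was 3.86-fold lower at 24 hrs. Notch signaling genes had medians of -0.02, 0.06, 0.01, 0.11, 0.12 and -0.00059. Hes5, a Notch target, was at least 2.37-fold lower at 24 hrs, and Mfng, a Notch-modifying glycosyltransferase, was 2.96-fold higher at 120 hrs. Wnt signaling genes had medians of 0.06, -0.09, -0.08, -0.11, -0.12 and -0.06, and those at 24, 48, 72 and 120 hrs turned sign on the authors' values. Myc was 5.10-fold higher at 24 hrs. TGF-beta signaling genes had medians of 0.09, 0.20, 0.08, 0.01, 0.11 and 0.14, with 8 of 45 at least 2-fold higher at 24 hrs, and the median at 120 hrs was -0.01 with undetected members included. Tgfb1 itself was higher on all 6 arrays, from 2.69-fold at 12 hrs to 9.63-fold at 120 hrs. Neurogenesis and growth genes had medians of -0.04, -0.21, -0.24, -0.43, -0.12 and -0.04, but at 72 hrs the median was 0.07 without normalization and on the authors' values, and those at 12 and 120 hrs turned sign too. Nes, which encodes the progenitor filament nestin, was 6.14-fold higher at 24 hrs, and the neurotrophin receptor gene Ntrk2 was 2.93-fold lower at 120 hrs.

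Of the basic cell machinery, ribosome genes had medians of 0.05, 0.29, 0.30, 0.39, 0.33 and 0.27, above all random lists from 24 hrs on, although at most 5 of 61 were at least 2-fold higher at any time. Rpl7a was 2.04-fold higher at 72 hrs. Proteasome genes had medians of 0.09, 0.23, 0.20, 0.17, 0.06 and 0.08, and Psme1, an interferon-inducible activator subunit, was 4.88-fold higher at 120 hrs. Citrate cycle genes had medians of -0.07, -0.13, -0.11, -0.16, -0.24 and -0.13, where those at 24 and 72 hrs turned sign without normalization, and 0 of 25 were at least 2-fold from normal at any time. The malate dehydrogenase gene Mdh1 was 1.54-fold lower at 120 hrs.

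The study's miRNA target genes, 27 on the array, were chosen by the study on these animals, so their direction is not independent evidence. Their medians were -0.01, 0.02, -0.06, 0.03, -0.03 and -0.03. At 24 hrs 3 of 21 detected genes were at least 2-fold higher and 0 lower, and at 72 hrs 2 were higher and 2 lower. Tgfb1 was at least 2-fold higher on all 6 arrays. Bdnf, a neurotrophin, was 3.40-fold higher at 12 hrs and 3.32-fold lower at 72 hrs. Ccn2, a matricellular growth factor, was 2.05-fold and Tgfb2 2.67-fold higher at 24 hrs, Otx2 was 2.57-fold higher at 12 hrs, and the neuronal calcium sensor gene Vsnl1 was 2.49-fold lower at 120 hrs. Col1a1 was 3.90-fold higher at 120 hrs and the gap junction gene Gja1 1.97-fold lower at 24 hrs. Notch1, Smad4, Irak1, Jag1, Ctnnb1, Pdcd4, Reck, Smad2, Apc and Wnt3 stayed under 2-fold on all 6 arrays, with Irak1 1.36-fold lower and Smad2 1.89-fold higher at 24 hrs. Bcl2l11, Faslg, Hoxb8 and Notch3 were not detected on any array, Dll1 and Smo on 1 array each and Wnt1 on the normal array alone. Cdkn1a was at least 1.43-fold and Ccn5 at least 1.22-fold higher at 12 hrs.

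A set of 102 genes was at least 2-fold from normal with 1 sign on all 6 arrays, 82 higher and 20 lower. Besides Spp1, Slpi, Lgals3, Lcn2, Timp1, Ccl2, Cd14, Hmox1 and Hspb1, the 12 with the highest mean were Tspo (25.4-fold at 72 hrs), the translocator protein of the outer mitochondrial membrane, Plin2 (21.5-fold), a lipid droplet protein, and Glipr1 (at least 22.4-fold at 120 hrs). The 12 with the lowest mean were Rgs9, Adora2a, Pde10a, Gng7, Scn4b, Rxrg, Lrrc10b, Ppp1r1b, Rasd2, Adcy5, Neu2 and Coch. Ppp1r1b, which encodes the dopamine-regulated phosphatase inhibitor DARPP-32, was 6.69-fold lower at 48 hrs, the adenylyl cyclase gene Adcy5 5.33-fold at 120 hrs and the sodium channel gene Scn4b 8.14-fold. The 6 comparisons share the normal array. In 100 simulations of unchanged arrays against 1 shared array, 20.9 genes passed on all 6 on average and at most 30, while independent lists of the observed sizes gave 5.1e-05. Part of the 102 may therefore come from the shared array. Without the 12 hrs array 199 genes passed on the other 5, and with 12, 24, 48, 72, 120 or 168 hrs as the reference 30, 7, 24, 4, 15 and 0 genes differed from it on all others.

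**Figure D3:**
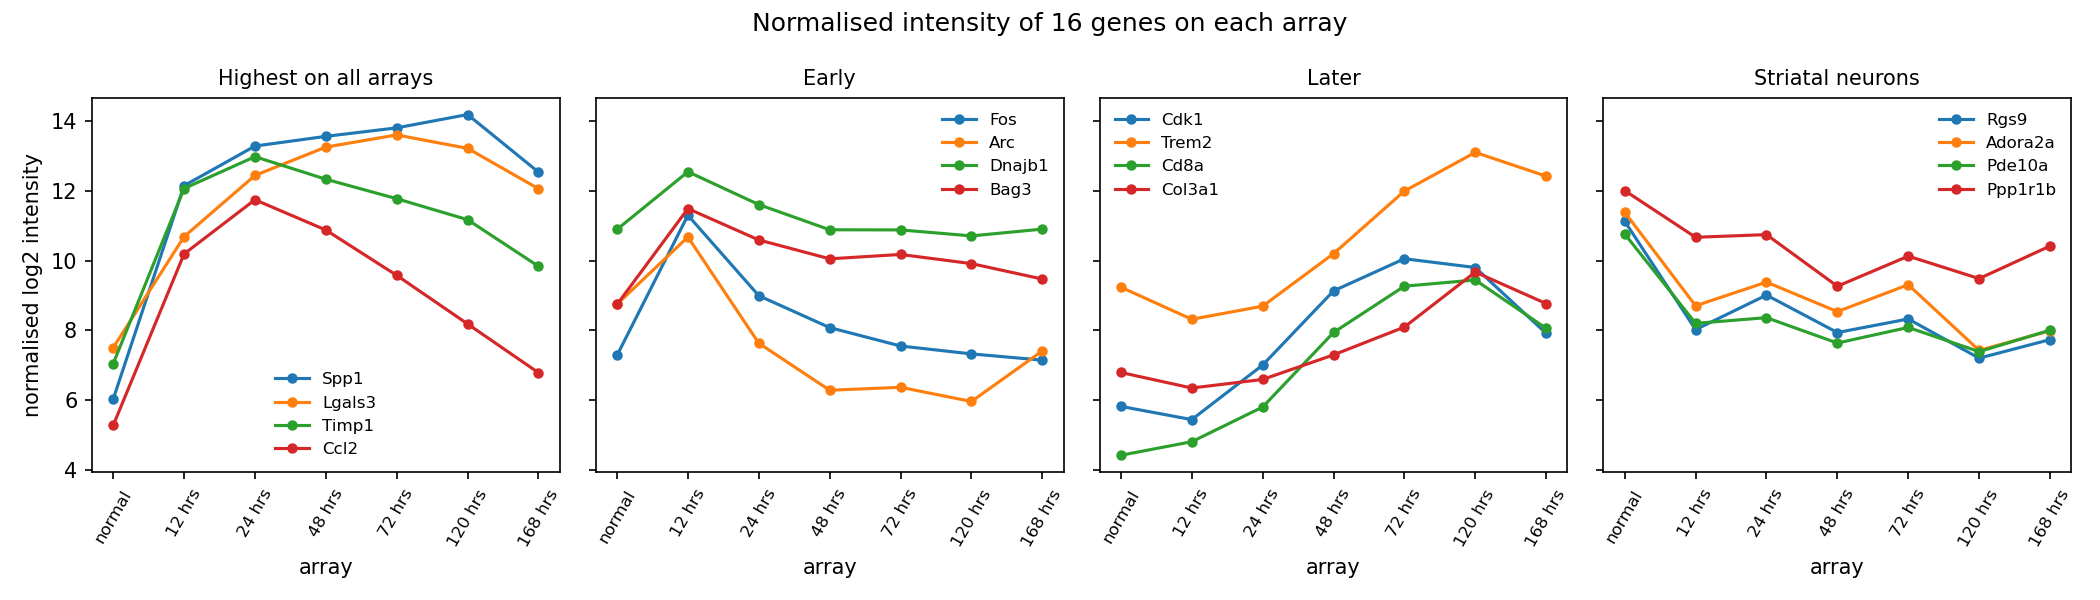
Points give the normalised log2 intensity (vertical axis, shared by 4 panels) of 16 genes on the normal array and at 6 times after occlusion, 1 array each. Spp1 was 69.5-fold above normal at 12 hrs, Fos 16.2-fold at 12 hrs and Cdk1 18.8-fold at 72 hrs, while Rgs9 was 8.61-fold below normal at 12 hrs.

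Neighbouring times resembled each other more than they resembled normal. The 72 and 120 hrs arrays were the closest pair, with a correlation of 0.987 across genes, which are not independent replicates, and 131 genes 2-fold apart. The steps from 12 to 24, 24 to 48, 48 to 72 and 120 to 168 hrs held 230, 221, 193 and 235 genes.

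The acute phase (12 and 24 hrs) was then compared with the recovery phase (48, 72, 120 and 168 hrs), since the study contrasted an acute phase up to 24 hrs, of which these arrays cover the last 2 times, with a recovery phase from 48 hrs. Immediate early and heat shock genes fell from the acute to the recovery phase, and genes of cell division, macrophages, microglia and antigen presentation rose, in a test of lists at a preset correlation. With an estimated correlation none of these 6 lists passed (adjusted p = 0.416 to adjusted p = 0.502), and no single gene passed. The log2 difference, recovery minus acute, was -2.62 ± 0.59 (SE) for Fos and -2.65 ± 0.79 for Arc, and it was 3.21 ± 0.57 for the cyclin gene Ccnb2 and 3.42 ± 0.71 for Trem2. Arc was 3.80-fold above normal at 12 hrs but already 2.17-fold below it at 24 hrs, so its difference rests largely on the 12 hrs array. The time points of a phase stood in for replicates, 2 against 4 arrays, so each test set the phase difference against the spread between time points, and p-values measure that spread alone. Lists were tested with camera at a preset correlation of 0.01 between members, and 17 of 39 passed. None passed with an estimated correlation, where the adjusted p of those 17 ran from 0.416 to 0.607, and no single gene in any list passed over all genes tested. The estimated correlation was 0.73 for microglia, 0.66 for cell division, 0.64 for antigen presentation, 0.49 for immediate early, 0.45 for macrophage and 0.24 for heat shock genes. Members of these lists thus moved together more than the preset assumes. Counts adjusted over a list alone, given below, use a looser bar than over all genes. Of all 9449 genes, 2209 had an unadjusted limma p under 0.05.

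Immediate early genes fell by 1.36 (log2, median of 15; adjusted p = 1.42e-07, and adjusted p = 0.416 with an estimated correlation), and 14 of 15 were lower adjusted over the list alone. Egr4 and Npas4, activity-dependent transcription factors, had differences of -2.41 ± 0.72 and -2.35 ± 0.83. Heat shock and chaperone genes fell by 0.94 (adjusted p = 7.70e-06, and 0.416 as adjusted p with an estimated correlation), with 9 of 12 lower adjusted over the list alone, and Dnajb1, a co-chaperone, at -1.23 ± 0.24. Hypoxia and glycolysis genes fell by 0.40 (adjusted p = 0.00269; adjusted p = 0.416 with an estimated correlation), and the hydroxylase gene P4ha1 had a difference of -0.88 ± 0.17. Genes of the p53 response fell by 0.30 (adjusted p = 0.0343; adjusted p = 0.416 with an estimated correlation), and 0 of 11 passed adjusted over the list alone. This call was lost without the 24 hrs array (adjusted p = 0.0896). Choroid plexus markers fell by 0.76 (adjusted p = 8.21e-04; adjusted p = 0.507 with an estimated correlation), with 7 of 14 lower adjusted over the list alone, and Ttr had a difference of -2.57 ± 0.56. Hbb, on the same arrays, had one of -4.06 ± 1.01.

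DNA replication and cell division genes rose by 0.83 (adjusted p = 5.55e-16; adjusted p = 0.416 with an estimated correlation), and 27 of 47 were higher adjusted over the list alone. Cdk1 had a difference of 3.00 ± 0.66. Macrophage and phagocyte markers rose by 1.33 (adjusted p = 9.47e-11; adjusted p = 0.416 with an estimated correlation), with 18 of 26 higher adjusted over the list alone. Homeostatic microglia markers rose by 1.11 (adjusted p = 1.17e-05; adjusted p = 0.416 with an estimated correlation), and 8 of 8 were higher adjusted over the list alone, P2ry12 with 3.07 ± 0.56. MHC and interferon response genes rose by 0.90 (adjusted p = 3.53e-08; adjusted p = 0.502 with an estimated correlation), with 8 of 26 higher adjusted over the list alone. Lymphocyte markers rose by 0.33 (adjusted p = 0.00833; adjusted p = 0.416 with an estimated correlation), and the 2 of 9 higher adjusted over the list alone were Cd8a and Cd8b. Cd3e lay below normal on every array after occlusion. Extracellular matrix and fibrosis genes rose by 0.75 (adjusted p = 0.00175; adjusted p = 0.534 with an estimated correlation), with 6 higher and 1 lower of 31 adjusted over the list alone, and did not pass without the 12 hrs array (adjusted p = 0.0535). Meninges and fibroblast markers rose by 0.87 (adjusted p = 0.00426; adjusted p = 0.534 with an estimated correlation), with 4 of 13 higher adjusted over the list alone, and did not pass without the 24 hrs array (adjusted p = 0.0709).

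Neuronal markers fell by 0.43 (adjusted p = 8.78e-05; adjusted p = 0.600 with an estimated correlation), and the neurofilament gene Nefl had a difference of -0.84 ± 0.24. The striatal and dopaminergic synapse list fell by 0.45 (adjusted p = 0.00368; adjusted p = 0.416 with an estimated correlation), although the 1 of its 19 genes that passed adjusted over the list alone, Maob, which encodes an amine oxidase also of astrocytes, was higher at 0.98 ± 0.20. Calcium signaling genes fell by 0.27 (adjusted p = 0.00368; adjusted p = 0.607 with an estimated correlation). Oligodendrocyte precursor markers rose by 0.41 (adjusted p = 0.0140; adjusted p = 0.416 with an estimated correlation), and ribosome genes by 0.15 (adjusted p = 2.09e-04; adjusted p = 0.538 with an estimated correlation), with Rps12 at 0.74 ± 0.16. Without the 12 hrs array the calcium signaling and ribosome lists did not pass (adjusted p = 0.248 and 0.120). Without the 24 hrs array the striatal and oligodendrocyte precursor lists did not pass (adjusted p = 0.0799 and 0.0769).

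The other 22 lists did not pass, although 11 of them passed when 1 array was left out. Their adjusted p was 0.0551 for complement and coagulation (median 0.32), 0.0551 for erythrocyte markers (-1.83), 0.0591 for cytokines, chemokines and adhesion (-0.49), 0.0728 for oligodendrocyte markers (0.10), 0.0753 for GABAergic synapse (-0.35), 0.0753 for endothelial and mural markers (0.43), 0.129 for Wnt signaling (-0.18), 0.240 for cerebellum markers (0.12) and 0.257 for Hedgehog signaling (-0.16). It was 0.303 for resting astrocyte genes (0.05), 0.303 for Notch signaling (0.08), 0.303 for TGF-beta signaling (-0.08), 0.336 for angiogenesis genes (0.05, with a mean of -0.28), 0.369 for hippocampus and cortex region markers (-0.24), 0.413 for thalamus and hypothalamus markers (-0.33) and 0.574 for reactive astrocyte genes (-0.22). It was from 0.708 to 0.944 for the proteasome (-0.02), the study's miRNA target genes (-0.07), neutrophil markers (-0.0029), neurogenesis and growth (-0.11, where camera's direction was up), pituitary markers (0.15, where it was down) and the citrate cycle (-0.09, with a mean of 0.03). In the cytokine list Ccl20 and Ptgs2, which encode a chemokine and cyclooxygenase-2, had differences of -2.91 ± 0.38 and -2.60 ± 0.43.

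Of 9449 genes tested one by one with limma, 0 passed an adjusted p of 0.05, and 2209 had an unadjusted p under 0.05. The smallest adjusted p was 0.0570. That none passed does not show that large differences between the phases were absent, as the values below show. The 10 genes with the smallest p above the acute level, none of which passed, were Cd74, Itm2a, Lpar4, Smpdl3a, Ttk, Lgi4, RT1-A2, RT1-Da, Ncf1 and Cd8a, with adjusted p up to 0.0778. Cd74 had a difference of 2.32 ± 0.24, Ncf1, a subunit of the phagocyte oxidase, 3.14 ± 0.47 and the mitotic kinase gene Ttk 2.35 ± 0.34. The 10 below the acute level were Adcyap1, Uap1, Vegfa, Crh, Gem, Inhba, Sorcs3, Noct, Rrad and Ccl20, and none passed either. Vegfa, the vascular growth factor, had a difference of -1.36 ± 0.15, the neuropeptide gene Crh -1.68 ± 0.19 and Inhba, an activin subunit, -2.25 ± 0.27. The values of the phases did not overlap for 3238 genes, 34.3% of those tested, where chance gives 13.3% for arrays in no order. These arrays form a time course, so any steady drift over time also keeps the first 2 apart from the last 4. The excess therefore does not show a change between the phases. Without the 48 hrs array 562 genes passed, and without the 24 hrs array 6.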

Values the study reported

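The study reported that the infarct became measurable from 6 hrs after occlusion, at 20.58±6.86%. It peaked at 24 hrs (100±9.52%) and had declined to 43.99±4.4% by 168 hrs. Differential expression was reported for 346 miRNAs, and a heat map showed 334 miRNAs significant by ANOVA. In its account of quantitative PCR the study described Tgfb1 as staying upregulated and Notch1, Smad4 and Irak1 as decreasing over time. The array log ratios that it listed for Notch1, Smad4 and Irak1 are a different measure, with no value from directly after occlusion, where the PCR account starts. These log ratios did not fall steadily over the times they cover. From 24 to 168 hrs those of Notch1 and Smad4 fell, and that of Irak1 rose slightly. Because measure and times differ, they do not decide whether the decrease described from PCR held.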

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

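Of 39 gene lists, each read over the 4 recovery arrays, 2 had 1 array far from the other 3, where chance gives 1.95. The pituitary list stood at 2.01 (log2) at 120 hrs, with Tshb at least 35.6-fold and Pomc 4.04-fold above normal on that array. The Hedgehog list stood at -0.0589 at 48 hrs and between -0.37 and -0.35 on the other 3.

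The difference between the phases stood out for 2 lists whose acute arrays all lay on 1 side of normal and whose recovery arrays all lay on the other. For immediate early genes the median recovery minus acute was -1.36, and for homeostatic microglia markers it was 1.11. Both were tested with camera and passed at the preset correlation (adjusted p = 1.42e-07 and 1.17e-05), and with an estimated correlation both had an adjusted p of 0.416.

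Among 8730 probes that carry no gene symbol and enter no comparison, 15 were at least 2-fold from normal with 1 sign on all 6 arrays, 6 higher and 9 lower. At 120 hrs 353 such probes were at least 2-fold from normal, 163 higher and 190 lower.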

How the results depend on the processing

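The alternatives with an intensity limit of 100 and those for the genes past the rule on all 6 arrays, apart from other reference arrays, were chosen after seeing the data. Counts against normal stayed within 1.5 times of those reported under the other scalings, the intensity limit and the mean over probes. With an offset of 50 they were 230 at 12 hrs and 348 at 168 hrs, with 55 genes on all 6 arrays. At 1.5-fold they were 1103, 1896, 2067, 2684, 2824 and 1331 in order of time, with 304 on all 6. A detection p of 0.05 and no detection filter gave the same counts against normal as the limit used. With the offset of 16, genes below the limit had little room to differ 2-fold, so these equal counts were nearly fixed in advance. With the 12, 24, 48, 72, 120 or 168 hrs array as the reference 30, 7, 24, 4, 15 and 0 genes differed from it on the other 6, and leaving out 1 array gave 102 to 199 genes, the highest without 12 hrs. Between the phases 0 genes passed under the other scalings, the offset of 50 and the fit without trend, 6 passed among genes detected on all 6 arrays, 13 with no detection filter and 2 with 12 to 72 hrs against 120 to 168 hrs. The methods' t-test gave 1774 genes at its unadjusted threshold and 0 after Benjamini-Hochberg. Leaving out 1 array gave 0 to 562 genes, 562 without 48 hrs and 6 without 24 hrs. Without 12 or 24 hrs the acute phase held 1 array, whose spread was taken from the recovery arrays. With an estimated correlation 0 lists passed. At the preset correlation 16 to 22 lists passed under the other alternatives, and leaving out 1 array ended 7 calls of lists and added 22. The p53 list did not pass among genes detected on all 6 arrays (adjusted p = 0.157). Of lists that had not passed, the cytokine, oligodendrocyte and erythrocyte lists did with median scaling (adjusted p = 0.0139, 0.0414 and 0.0193), without normalization (0.0161, 0.0295 and 0.0161) and on the authors' values (0.0156, 0.0357 and 0.0206), and the erythrocyte list with an offset of 50 (0.0403). The GABAergic list passed without normalization, on the authors' values and with no detection filter (0.0424, 0.0389 and 0.0408), the complement list among genes detected on all 6 arrays and with no filter (0.0136 and 0.0346) and the endothelial list with no filter (0.0497). Of the differences from normal of the 3 highest and 3 lowest genes at each time, 36 in all, 25 moved by over 0.211 (log2) with an offset of 50, 16 on the authors' values, 15 without background correction, 10 without normalization and 2 with median scaling, and 0 turned sign. Spp1 at 72 hrs ran from 144-fold to 372-fold, Slpi at 48 hrs, not taken as a bound, from 82.7-fold to 291-fold, Ccl2 at 12 hrs from 16.5-fold to 42.1-fold and Pmch at 120 hrs from 48.0-fold to 101-fold. Of 234 list medians against normal, 5 moved by over 0.211 (log2), the spread of the 2 closest arrays, with median scaling, 55 without normalization, 18 without background correction, 79 on the authors' values, 55 with an offset of 50 and 42 with all members. The neutrophil and cytokine lists moved most, in 22 of 36 medians each. List medians that turned sign and had been outside the middle 95% of random lists were neurogenesis and growth at 72 hrs, at 0.0727 without normalization and 0.0727 on the authors' values, and, with undetected members included, TGF-beta signaling at 120 hrs (-0.0116) and erythrocyte markers at 24 hrs (-0.0128) and 72 hrs (-0.0478). The last 3 came with adding undetected members, and the cause of the others was not tested. Signal over background limits the dim genes, since the median intensity was at most 16.5 against detection limits up to 10.1. The rules that need bead errors were not run. No paired analysis was possible because each group had 1 array.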

Other observations

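Neuropeptide genes of different neurons followed different courses, a set put together after their values were seen. Npy, of cortical and striatal interneurons, was 2.48-fold higher at 24 hrs and 2.59-fold at 48 hrs, and 1.99-fold lower at 168 hrs. Cck was 1.58-fold higher at 24 hrs and 2.63-fold lower at 120 hrs, and Sst was 1.31-fold higher at 12 hrs and 2.23-fold lower at 120 hrs. Trh was 16.4-fold higher at 48 hrs and 1.52-fold at 168 hrs. Crh was 1.76-fold higher at 24 hrs and 2.51-fold lower at 120 hrs, and Adcyap1, which encodes PACAP, was 1.56-fold higher at 24 hrs and 1.68-fold lower at 72 hrs. Penk and Tac1, of striatal projection neurons, were 3.77-fold and 4.17-fold lower at 12 hrs, and Tac1 was 1.14-fold lower at 24 hrs. None of these differences from normal could be tested.

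Of the tests on the 3 patterns that follow, those of dilution and of choroid plexus were chosen only after the result was seen, and so was the reading of the globin test as undecided. The striatal and dopaminergic synapse list lay at or below -0.89 (log2) on all 6 arrays, and background correction or scaling does not account for it, since over 5 other normalizations the median nearest to 0 was -0.829. Even dilution by RNA of entering or dividing cells would lower all resident genes alike. Over all detected genes and the 6 arrays the test did not decide. The striatal median minus that of 111 other neuronal, oligodendrocyte and astrocyte genes, on each gene's mean over the arrays, was -0.712 (bootstrap interval -1.39 to 0.05). The bootstrap drew genes, so its intervals measure the spread over genes and not between animals or arrays. The interval lay below 0 on 1 of 6 arrays, 12 hrs (-1.18, -1.48 to -0.12). Over genes with an intensity over 100 on the normal array, which leaves out 4 of 19 striatal genes, it was -1.01 (-1.32 to -0.11). There the interval lay below 0 on 4 arrays (12, 48, 120 and 168 hrs), which goes against dilution of the brighter genes. Counts at 12 and 168 hrs also argue against it. At 12 hrs 11 of 19 striatal genes were at least 2-fold lower, against 2 of 29 neuronal, 0 of 21 GABAergic and 0 of 13 oligodendrocyte genes. At 168 hrs it was 10 of 18 against 1 of 29, 0 of 20 and 0 of 13. The other arrays held more lower genes in these lists, at 24 hrs 9 of 13 oligodendrocyte against 8 of 19 striatal. Tissue pieces with less striatum and more of another region are a candidate explanation, since the thalamus and hypothalamus list was over 0.3 above normal on 4 of 6 arrays, with Avp 25.3-fold and Prkcd 5.07-fold higher at 12 hrs. This rests on the setting, since with an offset of 50 it held on 2 arrays, the list stood at 0.02 at 24 hrs, and the hippocampus and cortex list was over 0.3 on 0 arrays. Loss of striatal neurons with time after occlusion was not tested and stays open.

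Of 4 globin genes, Hbb, Hba-a1 and Hbb-b1 were 4.54, 4.46 and 4.45 (log2) above normal at 12 hrs, within 0.09 of each other, and Hba-a2 was -0.35, with intensities of 7.96 and 1.02 that were not detected. Blood left in the tissue is a candidate source, and it was to be excluded if the other detected erythrocyte genes had a median under 0.2 at 12 hrs, which they had, at -0.203. The bound was a poor one, since Slc4a1, Epb42 and Ahsp had intensities of only 22.1, 23.9 and 7.31 on the normal array, where the detection limit was 9.49. They also disagreed, Slc4a1 and Epb42 being -0.23 and -0.20 from normal at 12 hrs and Ahsp 1.04, with an intensity of 43.1. Blood in the tissue and globin expression by brain cells therefore cannot be told apart here, and although the methods excluded rats with haemorrhagic transformation, smaller bleeding was not tested.

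Among choroid plexus markers other than Ttr, 12 of 13 (92.3%) were higher at 12 than at 72 hrs, by a median of 1.48 (log2). The list medians, seen before, already lay at 0.96 at 12 hrs and -0.40 at 72 hrs, so this share adds little to them. Different amounts of choroid plexus in the tissue pieces and a change of expression across the list predict the same and cannot be told apart. All 14 genes of the list were detected on the normal array and 1 is in another list.

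The 6 arrays after occlusion can be split into 2 and 4 in 15 ways, too few for a share under 0.05. The acute and recovery split gave 0 genes past the adjusted threshold and the highest of the other splits, 120 and 168 hrs against the rest, gave 2. Mrpl18 was 20.7-fold lower at 48 hrs, 4.70-fold at 24 hrs and 2.27-fold at 72 hrs. Pmch was 71.0-fold higher at 120 hrs and within 2-fold of normal on the other 5 arrays.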
